A study of Mus musculus with 6 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

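Natural killer (NK) cells were isolated from the spleens of 6-week-old ICR mice, 3 wild type (WT) and 3 lacking the transcription factor Runx3 (Runx3-/-), per the labels. The cells were enriched by negative selection and sorted for DX5, the surface antigen CD49b, which NK cells and some other blood cells carry. They were not stimulated and are called resting. The design text of the series says that each sample came from an individual mouse, while the label for sex reads male and female for every sample. Total RNA was extracted with a column kit for small amounts, labelled with biotin and hybridised to Affymetrix mouse expression arrays, 1 array per sample. The labels give a kit for cDNA synthesis and labelling, while the study's methods give one that covers whole transcripts, and which was used is not known here. On these arrays a gene is read by 1 or more probe sets, each a group of short oligonucleotides.

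The authors processed the scanner files in Partek with GC-RMA and deposited log2 values for 45101 probe sets on each of the 6 arrays. The submitters' processing notes name Partek and GCRMA with no version. GC-RMA subtracts a background that depends on the base content of each oligonucleotide, brings the arrays to a common distribution and summarises the oligonucleotides of a probe set. A change in the total RNA of a cell therefore cannot be seen, and differences among dim probe sets, which make up most of each array, mostly follow the background model. The background level that the study required is not given in the sources used here, and log2 5 was used in its place.

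Probe sets were named through the platform annotation. Of the 45101 probe sets, 64 were controls, 34945 had 1 gene symbol, 932 had several and 9160 had none listed. Symbols were checked by gene identifier against a table of genes of assembly GRCm38.p6, in which 34741 of the named probe sets matched and no symbol differed. No genome build is named for the array, so no coordinates are given. Each of 18193 genes was represented by its probe set with the highest mean over the 6 arrays, and 9545 genes with a log2 value of at least 5 on at least 1 array were tested. Where probe sets of a gene named in the report, each at log2 5 or more on all 6 arrays, went opposite ways or differed by over 1.5-fold, their values are given.

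Runx3-/- was compared with WT by limma 3.58.1 (lmFit and eBayes, without trend or robust options) in R 4.3.3, with all 6 arrays and no covariate. P-values were adjusted by Benjamini-Hochberg (BH) over the 9545 genes, and an adjusted p under 0.05 is called passing BH 5%. A looser criterion followed the study's thresholds, an unadjusted p under 0.05 with a change of at least 1.5-fold. The study does not name its exact test, so limma's was used. Fold changes are differences of mean log2 values, Runx3-/- minus WT. Where any array of the lower group lay below log2 5, the fold is given as "at least", with values under 5 raised to 5. Lists of genes were tested by limma's camera with a preset correlation between genes of 0.01, for the 27 of 30 lists with at least 5 tested members, and adjusted over these lists. Camera with an estimated correlation and fry were alternatives. A single value per array, such as the mean of a list, was compared by an exact two-sided permutation test over 20 assignments, whose smallest possible p is 0.1.

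The groups, tests, lists and alternatives, and the rule for genes named in the text, were fixed before the data were examined. The heat shock list and the pancreatic list were written after lines of the study's own list of changed genes for these samples had been seen, and they are not independent of it. The rule names Runx3; the 12 genes with the largest rise and the 12 with the largest fall among those passing BH 5%, with no overlap between groups and a mean log2 of at least 6 in the higher group; in each tested list, up to 4 members with the smallest p at the study's thresholds; genes the study's text names for NK cells; sex-linked transcripts; and Itga2, which encodes DX5. From the genes so named, the text gives those that bear on each group.

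The fit was tested on simulated arrays with the spread of the 9545 genes, in 20 runs with 200 changed genes each. BH 5% recovered 18.4% of genes changed 2-fold and 91.3% of those changed 4-fold, and 5.30% of its calls were false. The study's thresholds recovered 87.0% and 99.1% of them, with 349 false genes per run, and gave 354 genes between unchanged groups. An unchanged comparison gave 0.05 lists on average, with genes simulated independently of each other. The recovery and false-call rates carry the same limit. They need not hold for the real arrays, on which genes vary together (estimated correlation 0.49 in the cell cycle list). The number of arrays limits the precision of every value. No pair of arrays was a copy of another, as judged from the share of identical values. Alternatives covered the filter, normalization, floor, moderation, array weights, choice of probe sets, a replicate block, leaving out each array, and fold thresholds. The fit with both doubted arrays left out and the fit with Y-linked transcripts as a covariate were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.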

Results

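The comparison asks which transcripts of resting splenic NK cells differ when Runx3 is absent. The 6 arrays comprised 3 from Runx3-/- and 3 from WT mice. Between 17074 and 17771 probe sets per array, 37.9% to 39.4%, had a log2 signal of at least 5. Correlations between arrays over the tested genes, which are not independent replicates, ranged from 0.950 to 0.974 within the groups and from 0.925 to 0.960 between them. The first principal component held 41.1% of the variance. The Runx3-/- arrays lay at -32.0, -32.5 and -15.3 on it and the WT arrays at 2.35, 32.9 and 44.5, so that WT replicate 1 was the WT array nearest to Runx3-/-.

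Runx3, the targeted gene, had a log2 signal of 8.32 ± 0.49 (SD, n = 3) in Runx3-/- and 10.80 ± 0.73 (SD, n = 3) in WT on its brighter probe set. The signal was 5.59-fold lower in Runx3-/- and lower in each of its arrays (7.76, 8.51 and 8.68) than in each WT array (10.11, 11.56 and 10.73). The change met the study's thresholds but not BH 5% (limma adjusted p = 0.0565). It passed without WT replicate 1 (adjusted p = 0.0338; 0.0202 to 0.261 over all alternatives). The other Runx3 probe set reached log2 5 on 1 array only, and the mean of both gave a log2 change of -1.59, against -2.48 on the brighter. Where these probe sets lie relative to the deleted part of the gene is not known here, so residual signal cannot be read as intact transcript.

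Loss of Runx3 went with a rise of 27 genes and a fall of 31 genes at BH 5%, 58 in all. Among the genes that rose were Il6, the cytokine interleukin-6 (4.36-fold, limma adjusted p = 0.0213), Htr1b, a serotonin receptor (3.89-fold, adjusted p = 0.0213), and Tnfrsf25, the death receptor DR3 (5.28-fold, adjusted p = 0.0373). Srcin1 was at least 5.26-fold higher (adjusted p = 0.0213), St6galnac3, a sialyltransferase, at least 5.65-fold and Ckb, brain-type creatine kinase, at least 5.39-fold, and Bnip5 rose 5.52-fold. Gm36723, Chst13 and Nuf2, a kinetochore protein, rose at least 2.73-fold, 3.41-fold and 3.17-fold. Among the genes that fell, Styk1, a kinase-like receptor, was 12.01-fold lower (adjusted p = 0.0213), with 6.03 ± 0.36 in Runx3-/- and 9.62 ± 0.50 in WT (log2, SD, n = 3). Hsph1, a large heat shock protein, was 5.21-fold lower and Hspa1b, an inducible Hsp70, 22.7-fold lower. Gata6, a zinc finger transcription factor, was at least 4.32-fold lower, Plod2, a collagen-modifying enzyme, at least 4.71-fold and Pkp2, a desmosomal plakophilin, at least 2.62-fold. The bound for Gata6 depends on the arrays used, with WT signals of 5.82, 7.53 and 7.98 (log2). Hhat, Spin2c and Tbxa2r, the thromboxane receptor, fell 6.23-fold, 5.10-fold and 4.80-fold, and Col8a2, Mamdc2 and Avil at least 7.29-fold, 4.47-fold and 5.12-fold.

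At the study's thresholds, 1313 genes differed, 467 higher and 846 lower in Runx3-/-, so that 64.4% were lower (exact 95% confidence interval 61.8% to 67.0%, for counting error only). The median change of all tested genes was -0.13 on the log2 scale. With each array centred on its median, 627 genes were higher and 498 lower, and 44.3% were lower. With quantile normalization, 501 were higher and 769 lower, and 60.6% were lower. The split at BH 5%, 27 higher and 31 lower on the deposited values, turned as well. It was 35 higher and 24 lower with median centring, and 27 of each with quantile normalization. In 2173 genes, 22.8% of those tested, the groups did not overlap, against 10% by chance. The BH 5% count was lost when any array other than WT replicate 1 was left out (0 genes by limma in each of these 5 fits, with 1014 to 1561 genes at an unadjusted p under 0.05), and it was 128 without WT replicate 1. All 58 genes kept their direction in all 6 of these fits. Where the groups do not overlap, leaving out an array cannot turn the direction. This holds for every gene named here that passed BH 5%, so for these genes the kept direction is no evidence of stability.

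**Figure D1:**
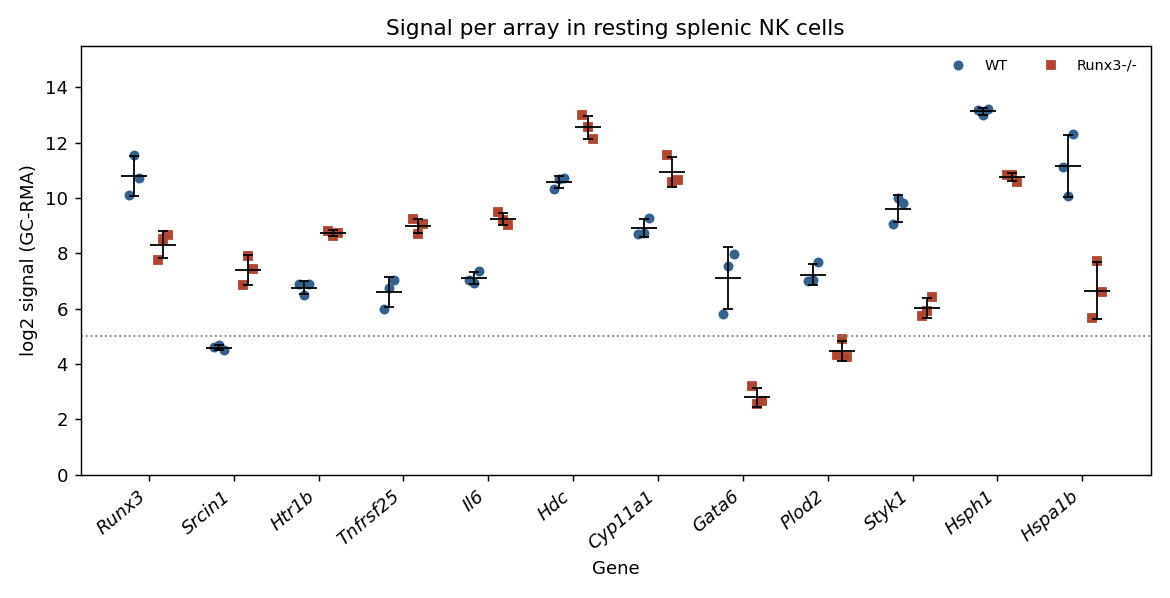
Log2 signal (vertical axis) of 12 genes named in the text (horizontal axis) on each array, with circles for WT, squares for Runx3-/-, and black bars for the mean and SD of 3 arrays; the dotted line marks log2 5. The Runx3-/- values of Styk1 lie around 6.03 and the WT values around 9.62, and the groups do not overlap for any gene shown.

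Of the 30 lists, 27 could be tested as groups. With camera's preset correlation 16 passed BH 5%, 14 of them higher and 2 lower relative to the other genes. With an estimated correlation none passed (5 had an unadjusted p under 0.05), and none passed by fry's directional test (7 had an unadjusted p under 0.05). By fry's mixed test 16 lists passed, but it lets members go either way and so shows no shared direction. The lists that passed with camera's preset correlation are therefore given below with both camera p-values.

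Basophil and mast cell markers were the list with the largest median increase among the tested lists. Of 22 tested members, 14 were higher and 0 lower at the study's thresholds, 3 of them past BH 5% and 14 when adjusted over the list alone. The median change was 1.49 on the log2 scale (camera adjusted p = 1.56e-16, and adjusted p = 0.255 with an estimated correlation). Hdc, which makes histamine, rose 3.97-fold to 12.56 ± 0.42 (log2, SD, n = 3; limma adjusted p = 0.0373), Cyp11a1, a steroidogenic enzyme, rose 4.05-fold (adjusted p = 0.0486), and Il6 is the third. Ifitm1 was 2.91-fold higher but did not pass BH 5% (adjusted p = 0.0672). Itga2, which encodes DX5, did not pass (1.33-fold higher, adjusted p = 0.555).

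Cell cycle genes were higher as well, 22 of 44 tested members at the study's thresholds with 0 lower, but 0 passed BH 5%, also when adjusted over the list alone. Their median change was 0.98 on the log2 scale (camera adjusted p = 7.26e-18, and adjusted p = 0.304 with an estimated correlation). Bub1, a spindle checkpoint kinase, was at least 3.24-fold higher (limma adjusted p = 0.153), Nusap1 3.54-fold (adjusted p = 0.138) and Ncapg, a condensin subunit, at least 3.08-fold (adjusted p = 0.127). Of the 5 genes that the study's text names as inhibitors of proliferation in activated cells, 3 were higher at the study's thresholds and 2 when adjusted over the list alone. These were Inpp4b (at least 3.51-fold, limma adjusted p = 0.0847), Tspan32 (2.27-fold, adjusted p = 0.0867, but 1.06-fold on its dimmer probe set) and Runx1 (1.77-fold, adjusted p = 0.263). Of 10 tested promoters of proliferation, 3 were lower, Styk1, Tnfrsf9 (3.56-fold, adjusted p = 0.134) and Itgae (1.81-fold, adjusted p = 0.302), with 1 past BH 5% and 2 when adjusted over the list alone. The camera adjusted p of the inhibitor list was 0.00700 and that of the promoter list 0.0139, with adjusted p = 0.255 and adjusted p = 0.304 with an estimated correlation. The study took both lists from other, activated samples together with its binding data. Fhl2, Kit, Myc, Myb, Pik3cg, Rab27b, Slc16a1, Grap and Smad3 did not meet the study's thresholds. Pik3cg and Rab27b differed by probe set, Pik3cg at -0.54 on the log2 scale on the brighter and 0.25 on the other, and Rab27b at 0.24 and -0.09.

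Heat shock and chaperone genes were lower, 11 of 23 tested members at the study's thresholds with 0 higher. Of these, 3 genes, Hspa1b, Hsph1 and Ahsa2 (2.50-fold, limma adjusted p = 0.0445), passed BH 5%, and 10 when adjusted over the list alone, which is not independent evidence for this list. Hspa1a was at least 3.24-fold lower (adjusted p = 0.0577), a bound that depends on the arrays used, with WT signals of 6.99, 5.11 and 7.98 (log2). The median change was -0.72 on the log2 scale (camera adjusted p = 4.75e-06, and adjusted p = 0.304 with an estimated correlation). Immediate early genes, which respond to handling, had 4 higher and 1 lower of 35 (median 0.01, camera adjusted p = 0.0862), and this list passed in 3 of 22 alternatives, with no filter on level (0.0027), without Runx3-/- replicate 2 (0.0473) and without WT replicate 3 (0.0158), with a highest p of 0.484.

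**Figure D2:**
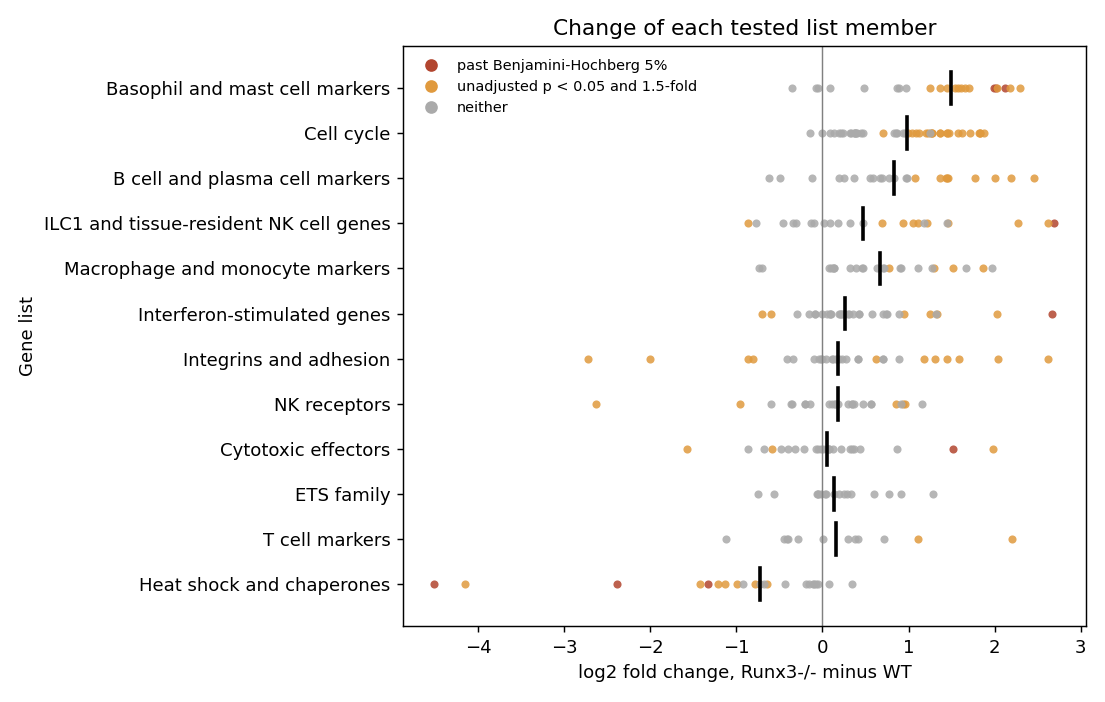
Log2 fold change, Runx3-/- minus WT (horizontal axis), of each tested member of 12 lists (vertical axis); points are genes coloured by the criterion they met and black bars are list medians. The medians run from 1.49 for basophil and mast cell markers to -0.72 for heat shock and chaperone genes.

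Genes of innate lymphoid cells type 1 and tissue-resident NK cells had 9 higher and 1 lower of 23 tested members, with 1 past BH 5% and 6 when adjusted over the list alone (median 0.47, camera adjusted p = 7.68e-06, adjusted p = 0.255 with an estimated correlation). Ckb rose, and Itga1, the CD49a integrin, was 6.16-fold higher (limma adjusted p = 0.101) and Cd200r1 at least 2.28-fold higher (adjusted p = 0.0768), while Itgae, the CD103 integrin, was the member that was lower. Integrins and adhesion molecules went both ways, with 7 higher and 4 lower of 30, 0 past BH 5%, and 5 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.000931, adjusted p = 0.304 with an estimated correlation). Cd81, a tetraspanin, was 4.11-fold higher (limma adjusted p = 0.0695) and Itgax, CD11c, 4.01-fold lower (adjusted p = 0.105).

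NK receptors showed 3 higher and 2 lower of 25 tested members, and 0 passed BH 5%, also when adjusted over the list alone (camera adjusted p = 0.0187, adjusted p = 0.255 with an estimated correlation). Klrc1, the NKG2A receptor, was 1.95-fold higher (limma adjusted p = 0.163) and Klrb1f 1.92-fold higher (adjusted p = 0.158), while Crtam was at least 5.19-fold lower (adjusted p = 0.218) and Cd96 1.95-fold lower (adjusted p = 0.137). The Crtam signal in Runx3-/- (4.24, 7.79 and 5.81) overlapped that in WT (7.72, 9.59 and 8.42), and its log2 change, -2.63 on the deposited values, was -1.77 without Runx3-/- replicate 1 and -3.55 without Runx3-/- replicate 2. Ncr1, the NKp46 receptor (13.99 ± 0.27 in Runx3-/- and 13.69 ± 0.38 in WT, log2, SD, n = 3), Klrk1, Klrb1a and Klrb1b (-0.25 to 0.15 on the log2 scale over 4 probe sets) did not meet the study's thresholds. Among cytotoxic effectors, 2 of 25 were higher and 2 lower, and Serpinb1a, a protease inhibitor, rose 2.86-fold (adjusted p = 0.0473; camera adjusted p of the list = 0.227), while Gzmm was 2.98-fold lower (adjusted p = 0.173). Mature NK cell genes had 2 higher of 20, Cx3cr1, the fractalkine receptor (4.01-fold, adjusted p = 0.0968), and S100a4 (1.77-fold, adjusted p = 0.195; camera adjusted p of the list = 0.0139, adjusted p = 0.482 with an estimated correlation). The call of the NK receptor list was lost without Runx3-/- replicate 2 (camera adjusted p = 0.0555) or with every probe set counted (0.0631), and that of the mature list without Runx3-/- replicate 2 (0.0595) or WT replicate 2 (0.287); over all alternatives these p-values ran from 0.00018 to 0.0631 and from 0.00050 to 0.287. Immature NK cell genes had 3 higher and 2 lower of 23 (camera adjusted p = 0.860).

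Lymphocyte transcription factors had 3 higher and 3 lower of 46 (camera adjusted p = 0.0987), among them Eomes, 1.63-fold lower (limma adjusted p = 0.185), and Ikzf2, 2.23-fold higher (adjusted p = 0.144). This list passed in 4 of 22 alternatives (camera adjusted p from 0.00028 with every probe set counted to 0.359), among them without WT replicate 3 (0.0283). On the brightest probe sets, no member of the ETS family, 17 tested, met the study's thresholds (camera adjusted p = 0.0552). The call of this list depends on the setting: it passed in 12 of 22 alternatives, among them without Runx3-/- replicate 1 (camera adjusted p = 0.0304) and without WT replicate 3 (0.0145), with a range of 0.0107 to 0.287. Elf1 differed by probe set, at -0.05 on the log2 scale on the brighter set and 1.02, or 2.03-fold higher, on the other, which met the study's thresholds (unadjusted p = 0.00867, limma adjusted p = 0.209 with every probe set counted) in the direction that the study's text gives for Elf1 in these cells. Gabpa (0.03 on the brighter set and -0.49 on the other), Gabpb1 (-0.75 and 0.11) and Etv3 (0.20, and -0.14 and 0.28 on 2 others) differed by probe set too. These 3 genes and Ets1, Ets2, Etv6, Fli1 and Gata3 did not meet the thresholds on their brightest set. The AP-1 family had 1 higher and 2 lower of 11 (camera adjusted p = 0.597), with Jdp2 2.60-fold lower (adjusted p = 0.126). Cytokine receptors and signaling genes had 3 higher and 3 lower of 44 (camera adjusted p = 0.807), including Tgfbr3, 3.65-fold lower (adjusted p = 0.161). Glycolysis genes had 1 higher and 1 lower of 19 (camera adjusted p = 0.899).

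Chemokines and cytokines had 5 higher and 2 lower of 23, with Il6 past BH 5% and 4 higher when adjusted over the list alone (camera adjusted p = 0.00175, adjusted p = 0.304 with an estimated correlation). Ccl6 was 3.29-fold higher (limma adjusted p = 0.0645) and Ccl9 2.45-fold higher (adjusted p = 0.113), and Il6 and Csf1 (2.37-fold higher, adjusted p = 0.158) are also on the basophil and mast cell list. Chemokine and S1P receptors had 4 higher of 17 (camera adjusted p = 0.0187, adjusted p = 0.304 with an estimated correlation), including Cxcr6, 1.92-fold higher (limma adjusted p = 0.116). This call was lost without Runx3-/- replicate 2 (camera adjusted p = 0.0654), WT replicate 1 (0.0683) or WT replicate 2 (0.0564), within 0.0016 to 0.0683 over all alternatives. Interferon-stimulated genes had 5 higher and 2 lower of 33, of which 1 passed BH 5% and 2 passed when adjusted over the list alone (camera adjusted p = 1.16e-05, adjusted p = 0.255 with an estimated correlation). Iigp1, an interferon-inducible GTPase, was at least 1.73-fold higher (limma adjusted p = 0.0373) and Gbp6 4.06-fold higher (adjusted p = 0.0954).

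A DX5 sort could hold other cell types if the negative selection left them and they carry DX5 or passed the sort without it. Which of them carry DX5 was not tested. The lists of their markers differed in their counts and calls. No test compared these lists with each other. B cell and plasma cell markers had 9 higher and 0 lower of 23, with 0 past BH 5% and 5 when adjusted over the list alone (median 0.83, camera adjusted p = 9.84e-09, adjusted p = 0.304 with an estimated correlation), and Ly86 was 3.42-fold higher (limma adjusted p = 0.0571). The median of this list ran from 0.36 to 1.29 over all alternatives. Macrophage and monocyte markers had 4 higher and 0 lower of 24 (median 0.67, camera adjusted p = 0.000278, adjusted p = 0.482 with an estimated correlation), but without Runx3-/- replicate 1 the median was -0.25 and the camera adjusted p 0.312 (6.79e-15 to 0.441 over all alternatives). Dendritic cell markers had 4 higher and 1 lower of 19 (camera adjusted p = 0.0187, adjusted p = 0.348 with an estimated correlation). This call was lost without Runx3-/- replicate 1 (camera adjusted p = 0.150) or without _x_at and _s_at probe sets (0.0545), within 0.00083 to 0.150. It was also lost without both Runx3-/- replicate 1 and WT replicate 3 (camera adjusted p = 0.077). All 4 higher members of this list were histocompatibility genes (H2 symbols) and the lower one was Itgax. Which cells these signals came from was not tested. Platelet and megakaryocyte markers had 2 higher and 1 lower of 13 (camera adjusted p = 0.0139, adjusted p = 0.392 with an estimated correlation), a call lost without Runx3-/- replicate 2 (camera adjusted p = 0.235) or WT replicate 1 (0.301), within 2.68e-05 to 0.301. T cell markers had 2 higher of 12 (camera adjusted p = 0.0737), neutrophil markers 2 higher and 1 lower of 14 (camera adjusted p = 0.401) and erythroid markers 1 higher of 12 (camera adjusted p = 0.178). The T cell list passed in 4 of 22 alternatives (camera adjusted p from 0.0139 to 0.589), with every probe set counted (0.0374), with no filter on level (0.0312) and without WT replicate 2 (0.0481) or WT replicate 3 (0.0139). The neutrophil list passed in 2 of them (0.00026 to 0.886), in opposite directions: lower without both Runx3-/- replicate 1 and WT replicate 3 (median -1.64, camera adjusted p = 0.00026) and higher without WT replicate 2 (median 0.42, 0.0383). The erythroid list passed in 1 of them, without WT replicate 3 (0.0475, against up to 0.640). The Ly49 family (4 tested members, 1 lower at the study's thresholds), pancreatic genes (3 tested, 2 higher and 1 lower) and sex-linked transcripts (4 tested, 0 at the thresholds) were too few to test as groups. The neutrophil list had a negative median and mean but leaned upward in camera, and so did the glycolysis, immature NK cell and cytokine receptor lists; the AP-1 list had a positive median and a negative mean.

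**Figure D3:**
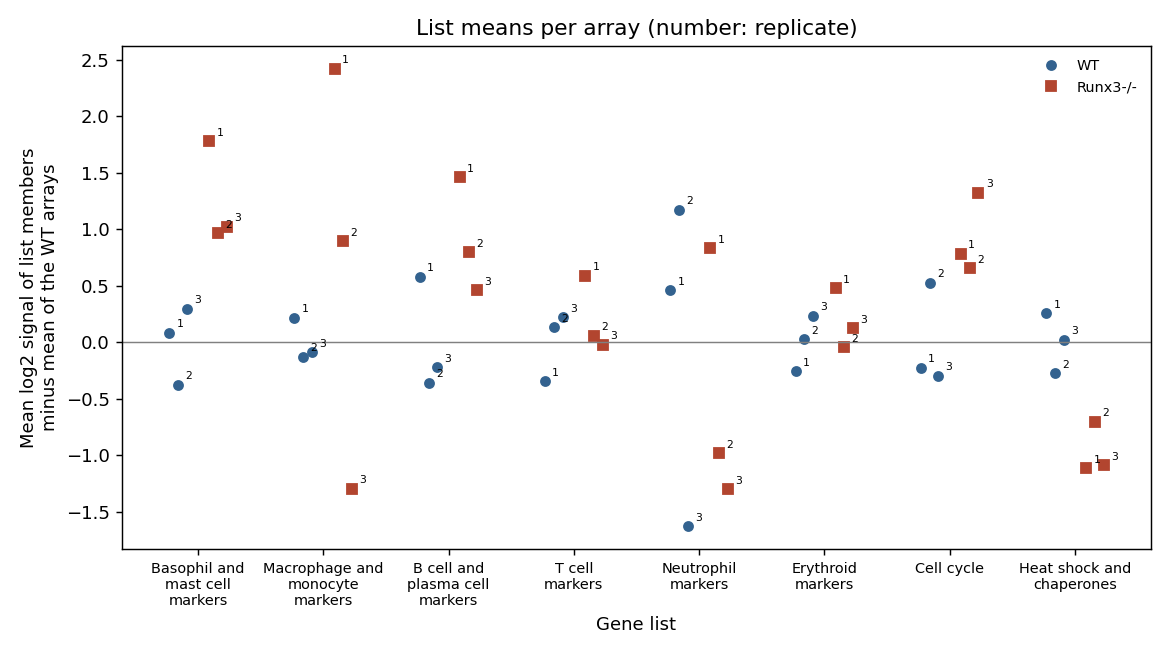
Mean log2 signal of the tested members of 8 lists on each array, minus the mean of the WT arrays (vertical axis), by list (horizontal axis); circles are WT, squares Runx3-/- and the small numbers replicates. For basophil and mast cell markers all Runx3-/- arrays lie above all WT arrays, while for macrophage and monocyte markers Runx3-/- replicate 1 is highest and replicate 3 lowest.

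The arrays also differed in sex-linked transcripts and in a sign of RNA integrity. Xist had a log2 signal of 11.59 in Runx3-/- replicate 2, 12.58 in WT replicate 1 and 11.89 in WT replicate 3, and between 2.68 and 3.11 on the others. Eif2s3y, a Y-linked gene, was between 9.11 and 9.86 on the arrays without Xist and 6.71 in WT replicate 3, which thus held both. The 3′ probe set of Gapdh exceeded its 5′ probe set by 3.95 and 4.38 on the log2 scale in WT replicates 1 and 2, and by 1.96 to 2.54 on the other 4 arrays. For actin the difference was 2.60 in WT replicate 2 and 0.63 to 1.35 on the other 5, so that it did not set WT replicate 1 apart. How such differences read depends on the labelling kit, on which the labels and the study's methods differ. Both arrays with the larger Gapdh difference were WT, while WT replicate 3 had the smallest (1.96). No setting for genes or lists took this difference into account. A part of RNA integrity in the gene and list results was therefore not tested.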

Values the study reported

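For resting NK cells the study reported 1243 genes that responded to the loss of Runx3, at a cutoff of 1.5-fold, with about 60% of them lower and about 40% higher in Runx3-/- cells.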

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

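All tests in this part were chosen after the result was seen. The comparison of genes left out probe sets with no gene or several genes in the annotation, and a signal in them drew attention. Of 2599 such probe sets with a log2 value of at least 5 on at least 1 array, 467 met the study's thresholds, 419 higher and 48 lower in Runx3-/-, while none passed BH 5% by limma (478 had an unadjusted p under 0.05). Their median change was 0.24 on the log2 scale, against -0.13 for the named genes. Per array, the median of named genes exceeded that of unnamed probe sets by 1.84 ± 0.13 in Runx3-/- and 2.41 ± 0.28 in WT (log2, SD, n = 3; exact two-sided permutation p = 0.1, the smallest possible).

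A difference in scale between the arrays, as the whole cause, is argued against by the gap of 0.29 on the log2 scale that stayed after quantile normalization. The lower signal level of these probe sets is argued against only in part, as the whole cause, by gaps from named genes of matched level of 0.60 for the 784 with a mean log2 of 6 to 8 (95% bootstrap interval over probe sets 0.53 to 0.67) and 0.20 for the 377 with 8 to 10 (0.15 to 0.27). The gap fell with level to 0.028 for the 491 with a mean log2 of 10 or more (-0.012 to 0.069), which goes with an explanation by level; the 946 with log2 2 to 6 (0.42, 0.34 to 0.50) lie near background and exclude nothing. RNA integrity cannot be told apart from genotype: with the Gapdh 3′ to 5′ difference as a covariate the groups still differed by 0.58 ± 0.26 (log2, SE), but the 95% interval ran from -0.24 to 1.40 with 6 arrays, and with that of actin by 0.44 ± 0.22 (-0.26 to 1.14). An effect of Runx3 on such transcripts stays open and untested, and the labelling kit, which bears on both, is not known here.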

How the results depend on the processing

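The settings that left out 2 arrays together or used Y-linked transcripts as a covariate were chosen after seeing the data; the others were fixed before. The BH 5% count of 58 stayed between 47 and 83 under other filters with at least log2 4, median centring, quantile normalization, trend and robust moderation, and without _x_at and _s_at probe sets. It was 203 with array weights, 37 with values floored at log2 5, 14 probe sets (11 genes) with every probe set counted, 12 with the mean of a gene's probe sets and 1 with no filter on level. It was 0 by limma with treat against 1.5-fold (354 genes at an unadjusted p under 0.05), with an unmoderated linear model (1286), without both Runx3-/- replicate 1 and WT replicate 3 (1131) and with the Y-linked covariate (1710). Leaving out 1 array gave 0 to 128 genes. The cause of these losses was not tested, apart from the fewer arrays or the larger number of tests that some settings bring. The count of 1313 at the study's thresholds was 571 at 2-fold, 818 with the unmoderated model and 2123 with every probe set counted (1801 genes), and 971 to 1891 with 1 array left out.

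Pairing of the samples by replicate number was not seen, but so few arrays cannot exclude it. Arrays of the same number had correlations of deviations of 0.07, -0.19 and 0.15, and not every array correlated best with its own number. With the number as a replicate block, 0 genes passed BH 5% (1390 at an unadjusted p under 0.05), and 61.4% of 1341 genes at the study's thresholds were lower.

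The share of lower genes was 44.3% with median centring, which moves the middle of the distribution by construction, 60.6% with quantile normalization, 59.6% with every probe set, 67.1% with the floor, 67.8% with array weights, 69.9% with the unmoderated model and 57.3% to 71.5% with 1 array left out. No list passed with an estimated correlation (0 of 27) or by fry's directional test (0), against 16 with the preset one and 13 to 21 with 1 array left out. By fry's mixed test, in which members may go either way, 16 lists passed, not all of them the same lists. Runx3 was lower in every setting run. Its log2 change passed BH 5% in 4 settings, with array weights (-2.64, limma adjusted p = 0.0202), with log2 5 on at least 3 arrays (-2.48, adjusted p = 0.0442), with trend and robust moderation (-2.48, adjusted p = 0.0275) and without WT replicate 1 (-2.83, adjusted p = 0.0338). It ranged from -2.83 to -2.10 with 1 array left out and was nearest 0 with the mean of its probe sets (-1.59); its adjusted p ranged from 0.0202 to 0.261 over all settings. Among the 16 lists that passed with the preset correlation, medians turned for macrophage and monocyte markers (-0.25 without Runx3-/- replicate 1, up to 1.59 with another array left out, and -0.25 without replicate 1 and WT replicate 3), platelet and megakaryocyte markers (-0.43 without Runx3-/- replicate 2, -0.25 without WT replicate 1, up to 1.12 with another left out) and chemokine and S1P receptors (-0.046 without WT replicate 2, up to 0.25 with another left out). Among the 11 that did not pass, each median turned in 1 to 6 of 22 settings, most often for erythroid (6) and neutrophil markers (5; -1.31 to 0.42 with 1 array left out) and once for the ETS family (-0.0024 with no filter). Of these 11, 6 passed with the preset correlation in some settings, the ETS family in 12, the other 5 in 1 to 4. The 27 named genes past BH 5% kept their direction in all 591 refits and passed in 265, and 12 other named genes, none at the study's thresholds, turned in at least 1 setting. The groups do not overlap for any of the 27, so leaving out arrays could not have turned them. Signal over background limits genes with an array below log2 5, whose folds are given as bounds.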

Other observations

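All tests in this part that weigh explanations were chosen after the result was seen. The settings with 1 array left out, on which some of them draw, were fixed before. The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 58 genes at BH 5% and the highest other split 1; the real split was the 1 of the 10 with a count as large. At the study's thresholds the real split gave 1313 genes and the highest other 836, with 1 of the 10 as large. For lists with the preset correlation the real split gave 16 and another split, Runx3-/- replicates 1 and 2 with WT replicate 3 against the rest, 19, so that 2 of the 10 were as large.

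The basophil and mast cell markers invite a closer look because basophils also carry DX5 and would not be removed by that sort; whether the negative selection removes them is not known here. A lower share of NK cells would raise markers of every other cell type alike, if these were equally far above background. The median of this list exceeded that of 112 markers of 7 other cell types that are on no NK cell list by 1.06 on the log2 scale (95% bootstrap interval over genes, not arrays, 0.46 to 1.31, and 0.81 to 1.17 with 1 array left out). The gap was 1.49 for erythroid markers (0.65 to 1.87, and 1.20 to 1.53 with 1 array left out). It was 0.82 for macrophage and monocyte markers (0.20 to 1.27, with 0.024 without Runx3-/- replicate 3 and 1.46 without replicate 1). It was 1.12 for platelet markers (0.17 without Runx3-/- replicate 1) and 0.66 for B cell and plasma cell markers (-0.08 to 1.02, which includes 0, and 0.043 without WT replicate 1). The lists were not matched on level. Over all tested members, the WT mean was 9.54 (log2) for this list and 6.57 to 8.14 for the other 7, nearer background. The gaps therefore cannot decide whether a lower NK cell share was the whole cause or a part of it. A larger share of basophils among the sorted Runx3-/- cells may account for the pattern, since within the groups, apart from genotype, the 17 tested markers on no NK cell list went up and down together (mean correlation 0.51, at percentile 100 of 10000 random gene sets matched on level, whose median was 0.0050), but genes regulated together would do so as well. Their changes, -0.36 to 2.29 on the log2 scale (Mcpt8 1.61, Fcer1a 1.70, Ms4a2 2.29 and Cd200r3, with 3 arrays below log2 5, -0.36, genes chosen after their values were seen), restate the pattern and are no further evidence. An effect of Runx3 on these genes within NK cells or basophils stays open, since no sample separates the cell types.

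The lower heat shock and chaperone genes form the other pattern. Signal shared between the similar genes Hspa1a and Hspa1b, as the whole cause, is argued against by 2 other members past BH 5%, Hsph1 and Ahsa2. The list was written after lines of the study's list of changed genes had been seen. Its members are therefore not independent evidence for the pattern itself. A single array is argued against by the list's median, which stayed at -0.51 or lower on the log2 scale whichever array was left out. Handling stress that also raised immediate early genes in the WT arrays cannot be told apart from genotype: that list's median was 0.0083, but its members went both ways, from -0.70 to 1.48. An effect of Runx3 stays open and untested.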
